# The aging kidney is characterized by tubuloinflammaging, a phenotype associated with MHC-II gene expression

**DOI:** 10.3389/fimmu.2023.1222339

**Published:** 2023-08-22

**Authors:** Julius Sinning, Nils David Funk, Inga Soerensen-Zender, Vera Christine Wulfmeyer, Chieh Ming Liao, Hermann Haller, Christian Hinze, Kai Martin Schmidt-Ott, Anette Melk, Roland Schmitt

**Keywords:** aging kidney, senescence, tubular cell, epithelial cell, inflammation, MHC-II, CD74

## Abstract

**Introduction:**

Even during physiologic aging, the kidney experiences a loss of mass and a progressive functional decline. This is clinically relevant as it leads to an increased risk of acute and chronic kidney disease. The kidney tubular system plays an important role in the underlying aging process, but the involved cellular mechanisms remain largely elusive.

**Methods:**

Kidneys of 3-, 12- and 24-month-old male C57BL/6J mice were used for RNA sequencing, histological examination, immunostaining and RNA-in-situ-hybridization. Single cell RNA sequencing data of differentially aged murine and human kidneys was analyzed to identify age-dependent expression patterns in tubular epithelial cells. Senescent and non-senescent primary tubular epithelial cells from mouse kidney were used for in vitro experiments.

**Results:**

During normal kidney aging, tubular cells adopt an inflammatory phenotype, characterized by the expression of MHC class II related genes. In our analysis of bulk and single cell transcriptional data we found that subsets of tubular cells show an age-related expression of Cd74, H2-Eb1 and H2-Ab1 in mice and CD74, HLA-DQB1 and HLADRB1 in humans. Expression of MHC class II related genes was associated with a phenotype of tubular cell senescence, and the selective elimination of senescent cells reversed the phenotype. Exposure to the Cd74 ligand MIF promoted a prosenescent phenotype in tubular cell cultures.

**Discussion:**

Together, these data suggest that during normal renal aging tubular cells activate a program of ‘tubuloinflammaging’, which might contribute to age-related phenotypical changes and to increased disease susceptibility.

## 1 Introduction

For maintaining the inner milieu, the kidney uses a complex system of filtration, reabsorption and secretion, which needs to work reliably for a lifetime. Filtration happens in the glomeruli while the urinary processing takes place in the renal tubular system. Aging leads to the loss of glomeruli and to atrophy and functional alterations of tubular cells (1). Due to their highly energy-consuming task of reabsorption and secretion, renal tubular cells are particularly vulnerable to stress and are often the center of acute kidney damage. It is therefore not surprising that tubular damage and maladaptive tubular repair are important contributors to the progression of chronic kidney disease (CKD), a condition characterized by chronic loss of filtration, interstitial fibrosis, and tubular atrophy (2). Pushed by the enormous therapeutic success of SGLT2-inhibitors, which block the uptake of glucose and sodium in the proximal tubule, the identification of novel target mechanisms in tubular cells has become an important strategic goal for innovative therapies (3).

In situations of excessive stress, tubular cells activate a damage program, characterized by the expression of pro-inflammatory cytokines and chemokines. This program mediates active crosstalk with professional immune cells, thereby promoting renal inflammation and injury. Besides the secretion of cytokines and chemokines, tubular cells may adopt features of professional immune cells, including the expression of major histocompatibility complex class II (MHC-II) genes like Cd74 and H2-Ab1 (4–6). The significance of this phenomenon in tubular cells has recently been demonstrated as mice with genetic tubule-specific ablation of H2-Ab1 showed a strongly improved phenotype in pro-fibrotic damage models (5).

Among the known mechanisms of renal aging, cellular senescence plays a crucial role in the tubular epithelium (7, 8). Cellular senescence is a stress response, in which cells are permanently cell cycle arrested, while they remain metabolically active. Most senescent cells have a particular secretory profile, which may vary according to the affected cell-type and the context of senescence induction. The characteristic secretion of bioactive molecules, known as the senescence associated secretory phenotype (SASP), typically comprises the synthesis of diverse cytokines, chemokines, growth factors, and proteases (8). Secretion of these factors can have beneficial effects during early phases of life (e.g. organ patterning) and in acute wound repair but when chronically secreted the same factors may disrupt normal tissue function and promote organismal aging and age-related diseases. Senescent cells accumulate in the kidney in advanced age and with chronic disease and there is growing experimental evidence that antagonizing senescence can harness old or stressed kidneys against injury, fibrosis and CKD progression (9–11).

Here, we investigate features of kidney aging with a focus on tubular cells. We speculated that there might be an association between natural tubular aging, cellular senescence and the development of inflammatory features, so far only described in acute kidney disease (i.e. MHC-II gene expression). In order to test this, we analyzed bulk and single cell transcriptomic data of kidneys from healthy aged mice and humans and tested the impact of senescence induction and senescence elimination on inflammatory features in cultured tubular cells.

## 2 Materials and methods

### 2.1 Mice for RNAseq and histological analysis

3-, 12- and 24-month-old male C57BL/6JRj mice (Janvier, Le Genest-Saint-Isle, France) were used for bulk-RNA sequencing experiments. After euthanization, one half of the right kidney was snap frozen for RNA extraction, while the other half was immersion fixed in 4% paraformaldehyde for histological evaluation. Standard histological analysis was performed using hematoxylin eosin stained 4 µm sections. Only kidneys without macroscopic or histological pathology (e.g. ureteral obstruction, amyloidosis) were included. All animal experiments were done in agreement with institutional and legislator regulations and approved by the local authorities.

### 2.2 Bioinformatical analysis of bulkRNAseq and scRNAseq datasets

RNA extraction from primary tubular epithelial cells (PTEC) and murine kidneys for RT-qPCR and bulk sequencing was performed using NucleoSpin RNA Plus kits (Macherey-Nagel). 250 ng of RNA per sample was used for mRNA enrichment and cDNA library generation, following sequencing on an Illumina Next Seq 550 sequencer. Generated BCL files were converted into FASTQ files. Raw data processing was followed by data normalization using DESeq2. The detailed sequencing process is described in the **Supplemental Methods**. Normalized data was used for Gene Set Enrichment Analysis (GSEA) (12). Terms with a FDR/q-value < 0.05 were defined as significant. To identify Gene Ontology Terms enriched *in vitro* as well as *in vivo*, MSigDB GSEA analysis including genes that were significantly up- or down-regulated (FDR < 0.05, log2FC > 0.5) in both data sets (*in vivo and in vitro*) was performed (13). Processed bulk RNAseq data sets from the Tabula Muris Senis consortium (14) (age 3, 6, 9, 12, 24 months) were used in order to analyze MHC-II expression in kidneys from male mice during aging (https://twc-stanford.shinyapps.io/maca/). Processed droplet scRNAseq kidney data sets from the Tabula Muris Senis consortium was downloaded at https://figshare.com/articles/dataset/Tabula_Muris_Senis_Data_Objects. SCANPY (15) was used for further analysis and data visualization. For identification of senescent cells, proximal tubular cells were filtered (‘epithelial cell of proximal tubule’, ‘kidney proximal convoluted tubule epithelial cell’, ‘kidney proximal straight tubule epithelial cell’) and re-clustered using the Louvain package (neighbors = 10, PCA = 10, perplexity = 20, resolution = 1). Senescence enriched clusters were identified by the combination of increased Cdkn1a (p21) expression in combination with low abundance of cells in S phase and additional analysis of senescence-associated GSEA terms using GSEApy package and the Reactome pathway database. Unbiased DEG (differential expressed genes) analysis was performed using diffxpy package. Processed scRNAseq data sets from the KPMP consortium were downloaded at atlas.kpmp.org (16). h5Seurat-files were converted to.h5ad-files using Seurat (17). Cells from living donors and CKD patients were filtered and used for further analysis. Identification of senescent cells was performed as described above using SCANPY.

### 2.3 Cell culture experiments

PTEC were isolated as described previously (18, 19). In brief, kidneys from C57BL/6JRj mice (Janvier, Le Genest-Saint-Isle, France) were digested in 0.125% Collagenase Type I (Affymetrix/USB) solution at 37°C for 45 minutes. Tubular fragments were sedimented, sieved through 40 µm cell strainers and cultured in REGM2 medium (Promocell). Confluent PTEC were exposed to γ-irradiation (γ-ray, 10 Gray) to induce synchronized senescence. For senolytic treatment, PTEC were treated with 0.5µM/ml ABT-263 (MCE, NY, USA) for 24 hours before harvest. Irradiated cells were also treated with MIF (1978-MF-0257CF, R&D Systems, Minneapolis, MN) at a concentration of 200ng/ml. Medium was changed every 48 hours and cells were harvested after 10 days. Senescence-associated-ß-Galactosidase (SA-ß-Gal) assessment was performed as described previously (18).

### 2.4 In-situ-hybridization and immunofluorescence

RNA In-Situ-Hybridization was performed according to the RNAscope^®^ 2.5 HD Detection Kit (BROWN) Quick Guide (20). In brief, formalin-fixed paraffin-embedded kidneys were cut in 5µm sections and mounted on Superplus^®^ Frost slides. Samples were deparaffinized followed by target retrieval steps. Purchased probes for Cd74 (Cat No. 437501) and H2-Eb1 (Cat No. 509081) were used for hybridization. For additional immunostaining, sections were stained with primary anti-Lrp2 antibody (Abcam, Cambridge, UK). Antibody visualization was achieved using Alexa Fluor 488 anti-rabbit antibody (Molecular Probes/Invitrogen, Carlsbad, CA, USA). Pictures were taken with a Leica DM IRB with a TCS SP2 AOBS scan head (Leica, Jena, Germany).

### 2.5 Real-time RT-PCR

RNA from cells or kidney tissue was isolated using NucleoSpin RNA Plus kits (Machery-Nagel). After reverse transcription, mRNA expression was determined using a Lightcycler 480 System (Roche) with SYBR green master mix and specific primers (**Supplemental Table 1**) For quantitative analysis, relative mRNA levels were calculated according to the 2-ΔCt method; samples were normalized to Hprt gene expression.

### 2.6 Statistical analysis

Results are expressed as means ± SEM unless otherwise indicated. Statistical significance was calculated by unpaired two-tailed t-test for comparison of two groups, one-way or two-way ANOVA followed by Tukey’s *post hoc* test for multiple comparisons using GraphPad Prism^®^ Software. For t-test p < .05 was considered as statistical significance. FDR/q-values and log2FC generated by DESeq2 were used for bulkRNAseq analysis, FDR/q-values and log2FC generated by diffxpy were used for scRNAseq, considering FDR/q-values < 0.05 and log2FC > 0.5 as significant.

### 2.7 Data availability

The RNAseq datasets generated for this study can be found in the Gene Expression Omnibus (GEO) database (GEO Accession ID: GSE233718).

## 3 Results

### 3.1 Cellular senescence is associated with MHC-II gene expression in tubular cells *in vitro*

In an *in vitro* aging model primary tubular epithelial cells (PTEC) of C57Bl/6J mice were treated by γ-irradiation to induce cellular senescence (**Figure 1A**). 

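RNA from 4 cultures of non-senescent PTEC and 4 cultures of senescent PTEC was sequenced. PTEC are tubular cells grown out of collagenase-digested kidneys. The labels place the non-senescent cultures at day 6 without irradiation and the senescent cultures at day 16 after 10 Gray, so that irradiation and time in culture changed together. Poly(A) RNA was sequenced in paired-end reads, and the authors deposited the reads counted on each gene, without normalization. Between 26963442 and 32838856 reads per culture were counted on genes in non-senescent PTEC (median 28968188) and between 29041073 and 35409144 in senescent PTEC (median 30022704). Library sizes were scaled with edgeR's TMM method, and relative gene expression is given as CPM, the counts scaled to a common library size. Senescent and non-senescent PTEC were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 15434 genes that passed edgeR's filter on low counts. Genes with an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the paper's thresholds, were called. In senescent PTEC, 3100 genes were up-regulated and 3044 were down-regulated. With each culture left out in turn, the number of up-regulated genes lay between 2632 and 3377 and the number of down-regulated genes between 2369 and 3220. Raising the log2 fold change threshold to 1 moved the counts most, to 2067 up-regulated and 1686 down-regulated genes. Among genes with a mean of at least 1 CPM whose groups did not overlap, the largest rises were those of Sntg1, at least 22.1-fold higher, Gdf6, at least 59.1-fold higher, Ptprq, with a log2 fold change of 6.99, Slc1a6, at least 21.6-fold higher, and Nppa, with a log2 fold change of 6.52. Among the largest falls were those of Slc5a10, at least 225-fold lower, Bsnd, with a log2 fold change of -6.65, Gm3776, with -6.54, and Fxyd4, at least 26.8-fold lower. Without non-senescent replicate 4 these bounds were 87.5-fold for Slc5a10 and 14.9-fold for Fxyd4. Slc5a10 was at 1.01 and 0.788 CPM in non-senescent replicates 1 and 2 and at 23.4 and 61.3 CPM in replicates 3 and 4. Its bound is one of the group mean, carried by replicates 3 and 4, and not of each culture. A fold is given as a lower bound where each culture of the lower group had at most 3 counts.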

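Cdkn1a (ENSMUSG00000023067.13) lies on chromosome 17 of GRCm38 from 29090976 to 29100727 and encodes the cell cycle inhibitor p21. Its transcripts were at 772 ± 115 CPM (SD, n = 4 cultures) in senescent PTEC and 313 ± 75.4 CPM (SD, n = 4) in non-senescent PTEC, a log2 fold change of 1.30 (standard error 0.193, adjusted p = 0.000602 from edgeR). Cdkn2a (ENSMUSG00000044303.6), on chromosome 4 from 89274471 to 89294653, gives rise to p16 and, from another reading frame, to p19ARF, and the counts are for the whole gene. Its transcripts were at 101 ± 18.3 CPM (SD, n = 4) in senescent PTEC and 32.4 ± 8.71 CPM (SD, n = 4) in non-senescent PTEC, a log2 fold change of 1.64 (standard error 0.204, adjusted p = 0.000236 from edgeR). For both genes each senescent culture lay above each non-senescent culture. With each culture left out in turn, the log2 fold change stayed between 1.21 and 1.49 for Cdkn1a and between 1.52 and 1.85 for Cdkn2a. The 26 tested genes of a proliferation list were all down-regulated, with a median log2 fold change of -4.65 and a list adjusted p of 3.95e-22 from limma's camera test. The 19 genes of a p53 target list, Cdkn1a among them, were all higher in senescent PTEC, with a median log2 fold change of 0.86 (adjusted p = 2.18e-06 from camera), and 15 of them were up-regulated, the same number as when adjusted over the list alone. A list of 31 genes of the senescence associated secretory phenotype had 24 tested genes with a median of -0.44 (adjusted p = 0.233), of which 5 were up-regulated and 9 were down-regulated, or 5 and 10 when adjusted over the list alone. The test fry put this list past the threshold in the same direction, with an adjusted p of 0.0311.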

Cellular senescence was confirmed by the up-regulation of typical senescence markers Cdkn1a (p21) and Cdkn2a (p16^INK4a^) (**Figures 1B, C**) and quantification of SA-ß-Gal staining (**Supplemental Figures 1A-C**). 

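Cd74 (ENSMUSG00000024610.14), which encodes the invariant chain of MHC-II, lies on chromosome 18 of GRCm38 from 60803848 to 60812652. Its transcripts were at 2.91 ± 1.81 CPM (SD, n = 4 cultures) in senescent PTEC and 0.315 ± 0.191 CPM (SD, n = 4) in non-senescent PTEC, where between 3 and 14 reads per culture were counted. The log2 fold change was 3.22 (standard error 0.560, adjusted p = 0.00147 from edgeR). H2-Eb1 (ENSMUSG00000060586.10) and H2-Ab1 (ENSMUSG00000073421.5), which encode beta chains of MHC-II, lie on chromosome 17 from 34305867 to 34316674 and from 34257689 to 34269419. H2-Eb1 was at 2.75 ± 1.19 CPM (SD, n = 4) in senescent and 0.384 ± 0.243 CPM (SD, n = 4) in non-senescent PTEC, a log2 fold change of 2.85 (standard error 0.461, adjusted p = 0.000988 from edgeR). The non-senescent mean of H2-Eb1 included replicate 3 at 0.745 CPM, above the other non-senescent cultures by more than their own range. H2-Ab1 was at 2.15 ± 0.993 CPM (SD, n = 4) and 0.700 ± 0.357 CPM (SD, n = 4), a log2 fold change of 1.63 (standard error 0.451, adjusted p = 0.0156 from edgeR), and its groups overlapped. Leaving out each culture in turn gave log2 fold changes from 2.70 to 3.62 for Cd74, from 2.54 to 3.36 for H2-Eb1 and from 1.37 to 2.03 for H2-Ab1, and the adjusted p of H2-Ab1 rose to at most 0.0481.

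**Figure D1:**
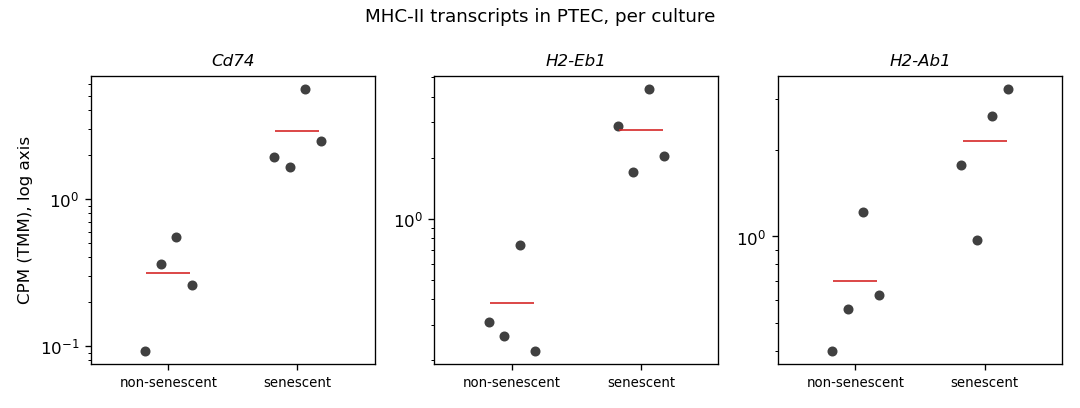
Transcripts of 3 MHC-II genes (Cd74, H2-Ab1, H2-Eb1) in the 4 non-senescent and 4 senescent PTEC cultures, in CPM on a logarithmic axis. Each point is a culture and each red bar is the mean of its group. The senescent cultures lie above the non-senescent ones for Cd74 and H2-Eb1, and the groups overlap for H2-Ab1.

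Gene lists were tested together with limma's camera at its preset correlation between genes of 0.01, and 9 of the lists passed an adjusted p of 0.05. Of an MHC class II list of 11 genes, 6 passed the filter on low counts. Of these, 5 were up-regulated and H2-DMb2 was down-regulated, the median log2 fold change was 1.58, and the list as a whole did not pass (adjusted p = 0.105). The counts adjusted over the list alone were the same, 5 up-regulated genes and 1 down-regulated gene. H2-Aa was not tested, at 0.0633 ± 0.0265 CPM (SD, n = 4) in senescent and 0.0894 ± 0.0399 CPM (SD, n = 4) in non-senescent PTEC. All 25 tested genes of an interferon response list were higher in senescent PTEC, with a median log2 fold change of 2.44 (adjusted p = 3.71e-09), and 22 of them were up-regulated, or 24 when adjusted over the list alone. The 15 genes of an MHC class I list had a median of 0.78 (adjusted p = 0.00340), and the 16 tested complement genes had a median of 0.08 (adjusted p = 0.471). Of 12 genes that all leukocytes share, 8 were tested and 1 was higher, with a median of -0.81 (adjusted p = 0.0181). The 16 tested macrophage genes had a median of -0.18 (adjusted p = 0.468). The dendritic cell list had 2 tested genes, the T and NK cell list and the B and plasma cell list 1 each, and these lists were not tested. When the correlation between genes was estimated from the data, the p53 target list alone passed (adjusted p = 0.0278), and fry passed 12 lists, among them the 9 of camera.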

Analysis of senescent versus non-senescent cells revealed a strong induction of immune pathway genes in senescent PTEC, including the up-regulation of MHC-II genes Cd74, H2-Eb1 and H2-Ab1 (**Figures 1D–F**). Of note, genes for typical tubular injury markers, such as Havcr1 (Kim-1) and Krt8, Krt18, Krt19, Krt7 (tubular keratins) were not up- but rather down-regulated (**Supplemental Figures 1D–H**).

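Havcr1, on chromosome 11 of GRCm38 from 46735080 to 46779578, was at 917 ± 251 CPM (SD, n = 4 cultures) in senescent PTEC and 1951 ± 242 CPM (SD, n = 4) in non-senescent PTEC. Its log2 fold change was -1.09 (standard error 0.214, adjusted p = 0.00290 from edgeR). Krt19 and Krt7 were down-regulated, with log2 fold changes of -1.21 (adjusted p = 0.0425) and -1.23 (adjusted p = 0.0323). For each of them 3 of the 8 fits that left out a culture kept the adjusted p under 0.05, and the highest adjusted p was 0.109 for Krt19 and 0.0885 for Krt7, both without senescent replicate 1. In the main fit, which leaves out the pairing of cultures by replicate number, Krt8 and Krt18 did not pass the threshold. Their log2 fold changes were -0.86 (adjusted p = 0.0956 from edgeR) and -0.92 (adjusted p = 0.0928 from edgeR). The senescent and the non-senescent cultures overlapped for all 4 keratins, and Krt8 was at 721 ± 426 CPM (SD, n = 4) and 1309 ± 342 CPM (SD, n = 4). With the replicate number as a block, Krt8 and Krt18 passed the threshold with adjusted p-values of 0.0140 and 0.0113. Without senescent replicate 3 they did so with adjusted p-values of 0.0109 and 0.0102. A tubular injury list of 15 genes, which holds these 5, had a median log2 fold change of -0.42 (adjusted p = 0.222 from camera). Its members ranged from -1.32 for Krt20 to 1.07 for Clu, and without the 5 genes the paper names its median was 0.04 (adjusted p = 0.902). Of the lists for nephron segments and other kidney cells, the proximal tubule list had a median of -2.88 over 11 tested genes (adjusted p = 0.00229) and the loop of Henle list one of -3.54 over 9 (adjusted p = 0.00229). The distal tubule and collecting duct list did not pass, with a median of -0.29 over 5 tested genes (adjusted p = 0.475). A fibroblast and pericyte list rose by a median of 2.48 (adjusted p = 0.00340) and a collagen list by 1.31 (adjusted p = 0.00418). The podocyte list had a median of 0.66 (adjusted p = 0.105) and the endothelium list one of -0.02 (adjusted p = 0.854). The immediate early and heat shock list had a median of 0.17 (adjusted p = 0.325) and the circadian clock list one of 0.59 (adjusted p = 0.0992). From the senescence markers in Figures 1B, C and SA-ß-Gal staining the paper concludes that the irradiated PTEC were senescent, and it states that immune pathway genes were induced in them while injury markers were not.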

**Figure 1:**
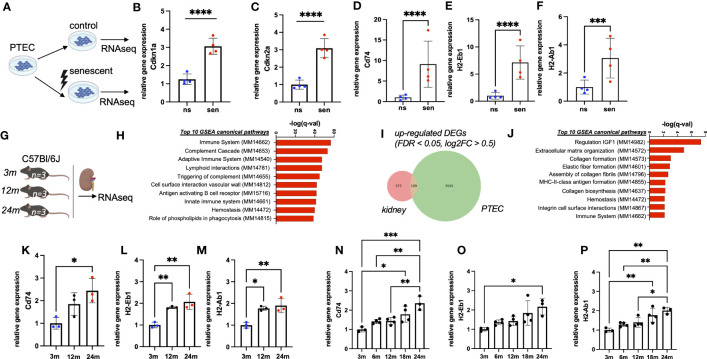
**(A)** Schematic of the generation of RNAseq data sets from senescent (sen) and non-senescent (ns) primary tubular epithelial cells (PTEC) (n=4). **(B, C)** Quantification of transcripts of senescence marker genes Cdkn1a (p21) and Cdkn2a (p16^INK4a^) by RNAseq data from PTEC. **(D–F)** Quantification of transcripts of MHC-II related genes Cd74, H2-Ab1 and H2-Eb1 by RNAseq data from PTEC. **(G)** Schematic of the generation of RNAseq data sets from kidneys of three, 12 and 24 months (m) old mice (each group n=3). **(H)** Bar diagram showing upregulation of immune-related pathways by GSEA. **(I)** Venn diagram showing upregulation of 109 overlapping differentially expressed genes (DEGs) in both data sets generated by RNAseq. **(J)** Bar diagram showing enriched pathways of overlapping genes by GSEA. **(K–M)** Quantification of transcripts of MHC-II related genes Cd74, H2-Ab1 and H2-Eb1 by RNAseq data from mice. **(N–P)** Quantification of transcripts for MHC-related genes Cd74, H2-Ab1 and H2-Eb1 by RNAseq data from Tabula muris senis. Results are presented as means ± SEM of at least three repeats for each experiment. Significance was tested by FDR/q-value generated by DESeq2, one-way ANOVA, or two-way ANOVA with Tukey’s test as *post hoc* analysis in the case of multiple comparisons. ns, non-senescent; *p < .05; **p < .01; ***p < .001, ****p < .0001.

### 3.2 Chronological kidney aging is associated with MHC-II gene expression

To study the expression of MHC-II genes *in vivo* we performed bulk RNA sequencing of kidneys from healthy male mice at three different ages (three months, 12 months, 24 months; **Figure 1G**). 

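RNA from the kidneys of 9 mice, 3 of each age, was sequenced as for PTEC, and the files hold the reads counted on each gene. Between 37311247 and 49471409 reads per kidney were counted on genes at 3 months (median 44841986), between 54097073 and 59718029 at 12 months (median 58025109) and between 62761670 and 66894790 at 24 months (median 65144440), so that depth rose with age. The kidneys were not all counted on the same set of genes. The 3-month-old kidneys share 53772 gene identifiers with the 12- and 24-month-old kidneys, of which 2351 differ in version, while 374 are in the 3-month set alone and 1629 in the other set alone. Counts were joined on the shared identifiers, and all 9 kidneys entered the same fit, which tested 17067 genes. Between 24 and 3 months, 322 genes were up-regulated and 77 were down-regulated. Between 12 and 3 months 441 genes were called, 232 of them down-regulated, and between 24 and 12 months 153 genes were up-regulated and 74 were down-regulated. DESeq2 with the paper's settings gave 727 up-regulated and 308 down-regulated genes between 24 and 3 months. Without 3-month replicate 1 there were 52 up-regulated and 22 down-regulated genes, and without 3-month replicate 2 there were 460 and 334. Leaving out any other kidney of these ages gave between 125 and 158 up-regulated genes. For 24 against 12 months, each kidney left out in turn gave between 0 and 55 up-regulated genes, and the fit with 0, without 12-month replicate 1, had 2218 genes with an unadjusted p under 0.05. For 12 against 3 months the fits gave between 31 up-regulated genes, without 12-month replicate 3, and 249, without 3-month replicate 2. The largest rises between 24 and 3 months were those of Hgs, at least 954-fold higher, CT010467.1, with a log2 fold change of 11.95, Igkv3-5, at least 34.1-fold higher, Igkv3-2, with 8.45, and Ighv1-53, at least 57.7-fold higher. Without 24-month replicate 2 the bounds were 21.2-fold for Igkv3-5 and 27.5-fold for Ighv1-53, and with each kidney left out in turn the log2 fold change of Igkv3-2 lay between 6.62 and 12.64. The largest falls were those of Brms1, with a log2 fold change of -9.52, Fam220a, with -8.99, Cfap43, at least 133-fold lower, Sssca1, with -8.05, and B4gat1, with -7.84. Hgs, CT010467.1 and these 5 falling genes overlap a gene that is in only 1 of the kidney gene sets.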

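The MHC class II list had a median log2 fold change of 0.99 between 24 and 3 months, and its 11 genes were all higher at 24 months (adjusted p = 6.61e-10 from camera). Of these genes 6 were up-regulated, or 11 when adjusted over the list alone, and they ranged from 0.67 for H2-DMb1 to 2.45 for H2-Eb2. Of the same list, 8 genes had at least 1 CPM in 3-month-old kidneys. The complement list had a median of 0.93 over 19 genes (adjusted p = 6.61e-10), with 6 up-regulated genes, or 13 when adjusted over the list alone. All 18 tested genes of the T and NK cell list were higher, with a median of 1.35 (adjusted p = 6.61e-10). The B and plasma cell list had a median of 4.79 over 15 genes (adjusted p = 1.64e-08), and its largest rise was that of Ighg2c. The macrophage list had a median of 0.85 (adjusted p = 2.47e-06), and 15 of its 17 tested genes were higher. Of its genes, 1 was up-regulated, or 8 when adjusted over the list alone. The list for all leukocytes had a median of 0.68 (adjusted p = 3.45e-05) and the dendritic cell list one of 1.03 (adjusted p = 0.00392). The interferon response list rose by a median of 0.18 (adjusted p = 0.0268), and the MHC class I list by 0.31, which did not pass (adjusted p = 0.0680). Outside the immune lists, the proliferation list had a median of 1.10 (adjusted p = 2.40e-09), the collagen list one of 0.70 (adjusted p = 3.82e-06), the list of the senescence associated secretory phenotype one of 0.54 (adjusted p = 0.000420) and the immediate early and heat shock list one of 1.66 (adjusted p = 0.0116). The distal tubule and collecting duct list fell, with a median of -0.54 (adjusted p = 0.00810). It passed in 4 of the 6 fits that left out a kidney, with a highest adjusted p of 0.108 from camera. With fry it did not pass (adjusted p = 0.135). The interferon response list lost its call without 24-month replicate 2, where its median was -0.12 (adjusted p = 0.814), and without 3-month replicate 1 or 2, the latter with an adjusted p of 0.203. In all, 15 of the 22 lists passed between 24 and 3 months, and 9 did without 3-month replicate 2, where the dendritic cell list (adjusted p = 0.0982), the list of the senescence associated secretory phenotype (adjusted p = 0.0617) and the immediate early and heat shock list (adjusted p = 0.314) were among those lost. The MHC class I list passed without 3-month replicate 3 (adjusted p = 0.0179) and without 24-month replicate 3 (adjusted p = 0.0452). None passed with the correlation estimated from the data, where 0 lists were under 0.05 and the lowest adjusted p was 0.0892 for MHC class II and complement. With fry 12 lists passed, among them the 8 immune lists other than interferon response, MHC class I included (adjusted p = 0.00893 from fry). Between 12 and 3 months the MHC class II list had a median of 0.85 (adjusted p = 9.15e-09), with 3 up-regulated genes, or 9 when adjusted over the list alone. Between 24 and 12 months it had a median of 0.18 (adjusted p = 0.134), and it passed without 12-month replicate 2 (adjusted p = 0.0348) or 24-month replicate 3 (adjusted p = 0.0325).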

We observed a clear age-dependent up-regulation of immune related genes (**Figure 1H**). 

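Of the genes up-regulated in 24- against 3-month-old kidneys, 190 were tested in PTEC as well, and 52 of these were also up-regulated in senescent PTEC. Among the 14477 genes tested in both experiments, 2711 were up-regulated in senescent PTEC, so that 35.6 shared genes would be expected by chance (odds ratio 1.65, one-sided Fisher's exact test, p = 0.00214). With DESeq2 and the paper's settings there were 129 shared genes (p = 3.61e-09 from the same exact test), with the replicate block 16 (p = 0.0517) and with the compared ages alone in the kidney fit 24 (p = 0.170). The block was set on the kidneys as well as on PTEC, although same-numbered kidneys of 3 and 24 months correlated from -0.420 to -0.034. The kidneys decided the number, which was 87 without 3-month replicate 2 (p = 3.87e-06 from the same exact test). With any other kidney left out the excess over chance did not pass 0.05 in Fisher's exact test: the number was 7 without 3-month replicate 1 (p = 0.331), 20 without 3-month replicate 3 (p = 0.0937) and 11, 20 and 17 without 24-month replicates 1, 2 and 3 (p = 0.700, 0.366 and 0.453), where 12.2, 18.3 and 16.2 were expected. Leaving out any PTEC culture gave between 48 and 54 shared genes. The shared genes with the largest sum of log2 fold changes were Sntg1, Ptprq, Gm47842, Fos, Ltbp2, Dscaml1, Oas3, Cyp4a12a, Itga11 and F5. Sntg1 was at least 3.44-fold higher in 24- than in 3-month-old kidneys. The log2 fold change of Fos was 5.40 in kidneys and 1.61 in PTEC, that of Ltbp2 was 2.70 and 4.27, and that of Itga11 was 3.04 and 2.56. Fos was at 38.2 ± 51.8 CPM (SD, n = 3 mice) at 24 months, a spread larger than its mean. Cd74, H2-Eb1, H2-Ab1 and Cdkn1a were among the 52 shared genes, in places 18, 23, 43 and 44 by the sum of the log2 fold changes. Down-regulated in both experiments were 15 genes, against 11.3 expected (one-sided Fisher's exact test, p = 0.140).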

Among differentially expressed transcripts, we found 109 up-regulated genes shared between transcriptomes of kidney homogenates and isolated senescent PTEC (**Figure 1I**). MHC-II genes Cd74, H2-Eb1 and H2-Ab1 were among the most up-regulated transcripts and were represented in the top gene ontology terms (**Figures 1J–M**). 

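Cd74 was at 352 ± 78.7 CPM (SD, n = 3 mice) in 24-month-old and 143 ± 34.0 CPM (SD, n = 3) in 3-month-old kidneys, a log2 fold change of 1.30 (standard error 0.261, adjusted p = 0.0400 from edgeR). H2-Eb1 was at 139 ± 23.9 CPM (SD, n = 3) and 66.7 ± 8.51 CPM (SD, n = 3), a log2 fold change of 1.06 (standard error 0.164, adjusted p = 0.0148 from edgeR). H2-Ab1 was at 162 ± 28.9 CPM (SD, n = 3) and 84.8 ± 10.7 CPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.168, adjusted p = 0.0244 from edgeR). For the 3 genes each 24-month-old kidney lay above each 3-month-old kidney. Chance parts the groups fully, in either direction, in 10% of splits of 3 against 3. Cd74 remained called in 1 of the 6 fits that left out a kidney, the one without 3-month replicate 2, and its adjusted p was 0.198 without 3-month replicate 1. H2-Eb1 remained called in 4 of the 6 fits, with an adjusted p of 0.0976 without 3-month replicate 1. H2-Ab1 remained called in 2 of them, and without 3-month replicate 1 its adjusted p was 0.145. With the compared ages alone in the fit H2-Ab1 lost its call (adjusted p = 0.0635), and Cd74 and H2-Eb1 kept theirs. H2-Ab1 also lost its call with an offset for GC content, chosen after seeing the data (log2 fold change 0.80, adjusted p = 0.0581 from edgeR). Ordered by log2 fold change among the 322 up-regulated genes, Cd74 was at place 237, H2-Aa at 275, H2-Eb1 at 281 and H2-Ab1 at 294. Among the 3100 genes up-regulated in senescent PTEC, Cd74 was at place 264, H2-Eb1 at 369 and H2-Ab1 at 1102. At 12 months Cd74 was at 265 ± 67.7 CPM (SD, n = 3), H2-Eb1 at 121 ± 3.92 CPM (SD, n = 3) and H2-Ab1 at 151 ± 8.72 CPM (SD, n = 3). Against 3 months the log2 fold changes were 0.89 (adjusted p = 0.117), 0.87 (adjusted p = 0.0347) and 0.83 (adjusted p = 0.0396). For Cd74 DESeq2 with the paper's settings passed the threshold (log2 fold change 0.88, adjusted p = 0.0478). Of the 6 fits that left out a kidney of these ages, H2-Eb1 remained called in 1 (adjusted p from 0.0472 to 0.161) and H2-Ab1 in 0 (from 0.0538 to 0.182), and with the compared ages alone in the fit neither passed (0.0848 and 0.0911). From 12 to 24 months, within kidneys counted on the same gene set, the log2 fold changes were 0.41 for Cd74 (adjusted p = 0.480), 0.19 for H2-Eb1 (adjusted p = 0.590) and 0.10 for H2-Ab1 (adjusted p = 0.770). That of H2-Ab1 changed sign, to -0.05, without 24-month replicate 1. The identifiers of these 3 genes differ in version between the 3-month-old and the older kidneys, and none of the 3 overlaps a gene of only 1 set. The paper compared the genes up-regulated in kidneys and in senescent PTEC and states from them that MHC-II genes were represented in the top gene ontology terms. The MSigDB gene sets behind these terms were not analysed here.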

A similar up-regulation was independently confirmed in the bulk RNA sequencing data set of the Tabula Muris Senis consortium (14). In this cohort, we found a clear increase in renal Cd74, H2-Ab1 and H2-Eb1 expression over the two-year lifespan of C57Bl/6 mice (**Figures 1N–P**). 

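Log2 CPM of Cd74, H2-Ab1, H2-Eb1, Adgre1, Cd81 and Ptprc was correlated with age over the 9 kidneys, with exact permutation tests and Benjamini-Hochberg adjustment over the 6 genes. Adgre1 encodes the macrophage marker F4/80, Cd81 a tetraspanin, and Ptprc the pan-leukocyte marker CD45. For Cd74, Pearson's r was 0.850 (exact permutation p = 0.00833, adjusted p = 0.0167) and Spearman's rho was 0.843 (exact permutation p = 0.00952, adjusted p = 0.0190). H2-Eb1 had an r of 0.862 (exact permutation p = 0.00774, adjusted p = 0.0167) and the same rho. H2-Ab1 had an r of 0.818 (exact permutation p = 0.0113, adjusted p = 0.0170) and a rho of 0.738 (exact permutation p = 0.0369, adjusted p = 0.0554). Adgre1 had an r of 0.800 (exact permutation p = 0.00476, adjusted p = 0.0167) and a rho of 0.843. Cd81 and Ptprc did not pass, with r of 0.329 (exact permutation p = 0.408) and 0.541 (exact permutation p = 0.128, adjusted p = 0.154) and rho of 0.316 and 0.580. The 24-month-old mice are the farthest from the median age, and leaving out 2 of the 3 gave r between 0.764 and 0.896 for Cd74, between 0.764 and 0.925 for H2-Ab1, between 0.811 and 0.941 for H2-Eb1, between 0.691 and 0.891 for Adgre1, between -0.165 and 0.218 for Cd81 and between 0.331 and 0.691 for Ptprc. Without 24-month replicate 1 alone the adjusted p-values of Cd74, H2-Eb1 and Adgre1 rose to 0.05 and that of H2-Ab1 to 0.0616 (exact permutation tests of r). For rho, the adjusted p of Cd74 and of H2-Eb1 rose to 0.0571 with each 3-month-old kidney left out in turn (exact permutation tests). Ptprc passed for rho without 24-month replicate 3 (rho 0.819, adjusted p = 0.0268 from the exact permutation test). Within the 6 kidneys of 12 and 24 months, which share a gene set, r was 0.582 for Cd74 (exact permutation p = 0.3), 0.288 for H2-Ab1 (p = 0.8), 0.536 for H2-Eb1 (p = 0.3), 0.691 for Adgre1 (p = 0.1), 0.781 for Cd81 (p = 0.1) and -0.065 for Ptprc (p = 1). The smallest exact p that 3 mice against 3 allow is 0.1, and the 3-month-old kidneys, of a single age, give no correlation of their own. Between 24 and 3 months the log2 fold change of Adgre1 was 0.95 (adjusted p = 0.119 from edgeR), that of Ptprc 0.74 (adjusted p = 0.286) and that of Cd81 0.09 (adjusted p = 0.680). Adgre1 rose from 3.72 ± 0.943 CPM (SD, n = 3) to 7.17 ± 2.42 CPM (SD, n = 3), and Ptprc from 5.29 ± 1.53 CPM (SD, n = 3) to 8.83 ± 2.34 CPM (SD, n = 3). The mean log2 CPM of Cd74, H2-Ab1 and H2-Eb1 minus that of the 3 marker genes was 2.32 ± 0.23 (SD, n = 3) at 3 months, 2.85 ± 0.30 (SD, n = 3) at 12 months and 2.83 ± 0.13 (SD, n = 3) at 24 months. The difference between 24 and 3 months was 0.51 (two-sided exact permutation p = 0.1), and that between 12 and 3 months 0.53 (two-sided exact permutation p = 0.2). Its rho with age was 0.580 (exact permutation p = 0.127). Of the 3 markers, Cd81 moved least. Each senescent PTEC culture had 817 CPM or more of Cd81 beside at most 2.38 CPM of Ptprc. The 3 markers thus do not stand for leukocytes alone, and Cd81 widens the difference between 24 and 3 months. Against the macrophage list in place of the 3 markers, the difference between 24 and 3 months was 0.24 (two-sided exact permutation p = 0.2).

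**Figure D2:**
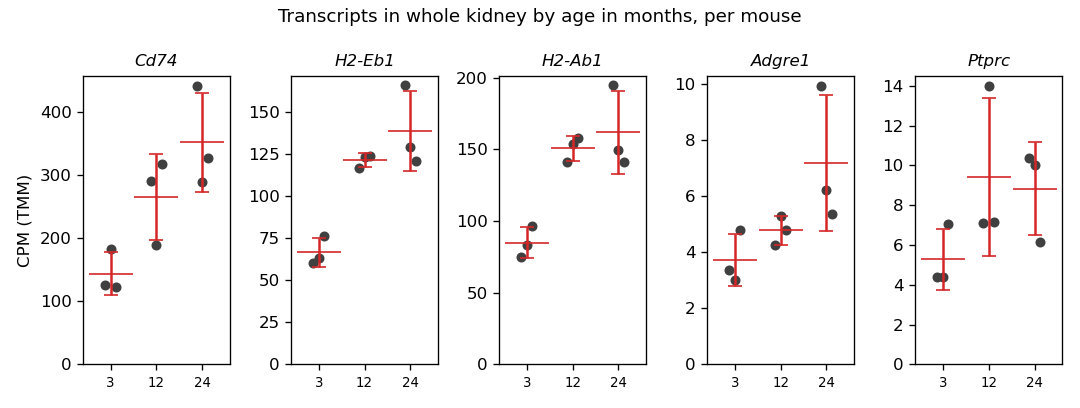
Relative gene expression of Cd74, H2-Eb1, H2-Ab1, Adgre1 and Ptprc in kidneys of mice aged 3, 12 and 24 months, in CPM on axes that start at 0. Each point is a mouse, with the mean and SD of the 3 mice of each age. The 24-month-old kidneys lie above the 3-month-old kidneys for Cd74, H2-Eb1, H2-Ab1 and Adgre1, and overlap with them for Ptprc.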

Importantly, in our bulk RNA sequencing we also observed a strong correlation with aging for increased expression of Cd74, H2-Ab1 and H2-Eb1, whereas canonical immune cell marker genes Adgre1, Cd81 and Ptprc were just slightly up-regulated (**Supplemental Figures 2A–F**).

### 3.3 Renal tubular cells express MHC-II genes during normal kidney aging

To investigate the local expression of MHC-II genes on a cellular level, we performed mRNA *In situ* hybridization for Cd74 and H2-Eb1 in kidneys of young and aged mice. In young kidneys, expression was exclusively found in interstitial cells, i.e. the typical location of mononuclear phagocytes/macrophages (**Figures 2A, B**). In contrast, old kidneys showed additional expression of Cd74 and H2-Eb1 in a subset of tubular cells (**Figures 2C, D**). Double labeling revealed that the tubular signals were mostly found in co-localization with the proximal tubular (PT) marker Megalin (Lrp2) (**Figure 2E**).

**Figure 2:**
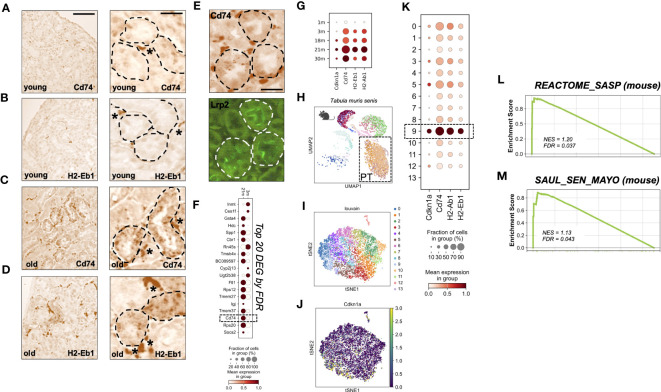
**(A–D)** RNA *in-situ* hybridization of MHC-II related genes Cd74 and H2-Eb1 in three month old = young **(A, B)** and 24 month old = old kidneys **(C, D)**, scale bar: 100µm; 30µm. * marks stained interstitial cells. **(E)** Immunofluoresence co-staining using Lrp2-antibody (Megalin), scale bar: 30µm. **(F)** Dot plot showing top 20 up-regulated genes comparing young (3m) and old (21m) proximal tubular cells ordered by FDR/q-value. **(G)** Dot plot showing age-dependent expression of MHC-II related genes Cd74, H2-Ab1, H2-Eb1 and senescence marker gene Cdkn1a (p21). **(H)** Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) showing scRNAseq kidney data set from Tabula muris senis. **(I)** tSNE plot showing reclustered proximal tubular cells (encircled in H) using louvain. **(J)** tSNE plot showing Cdkn1a expression. **(K)** Dot plot reclustering of proximal tubular cells identified 14 clusters. Senescent cluster 9 is labelled by rectangle. **(L, M)** Enrichment plots showing up-regulation of senescence-associated Gene Ontology terms by GSEA.

Next, we analyzed the expression of MHC-II genes in the Tabula Muris Senis single cell transcriptome data set (14). Unbiased DEG analysis of PT cells from three and 21 months old mice revealed that Cd74 was among the top 20 up-regulated DEGs ordered by FDR/q-value (**Figure 2F**). Up-regulation of MHC-II related genes was also reflected by a stepwise increase in different age-strata (**Figure 2G**). As described by others in single cell data sets, we found that Cdkn2a (p16^INK4a^) transcript levels were too low for reliable detection of cellular senescence (21, 22). To examine senescence on the single cell level we therefore used an algorithm described by O’Sullivan et al., which relies on Cdkn1a (p21) expression for enrichment of senescent cells in combination with low abundance of cells in S phase (22). One out of 14 PT sub-clusters met these senescence-criteria (**Figures 2H–K**). In this senescence-enriched PT cluster (cluster nine), expression of MHC-II genes Cd74, H2-Eb1 and H2-Ab1 was above average (**Figure 2K**). The state of senescence in this cluster was corroborated by a significant increase of the murine SASP Reactome pathway (**Figure 2L**) and the SenMayo signature, a novel high fidelity marker gene set for senescent cells (21) (**Figure 2M**).

### 3.4 Age-dependent MHC-II gene expression in tubular cells of aged human kidneys

To test whether the findings from murine kidneys also apply to human kidney aging, we used single cell RNA sequencing data of healthy kidneys from living transplant donors of KPMP consortium (16). With a focus on PT cells (**Figures 3A, B**) we observed, that similar to mice, a subset of human PT cells showed an age-dependent up-regulation of CDKN1A (p21) (**Figures 3C, D**), which was accompanied by increased expression of MHC-II related genes, including the human orthologous genes CD74, HLA-DQB1 and HLA-DRB1 (**Figure 3G**). Identification of senescence-enriched PT cell clusters based on CDKN1A (p21) expression and low abundance of S phase, revealed one relevant sub-cluster (cluster six) (**Figure 3D**). Senescence enrichment within these sub-clusters was supported by increased expression of human SenMayo gene set and significant up-regulation of human SASP Reactome. (**Figures 3E, F**). Importantly, compared to all other PT clusters the senescence-enriched sub-cluster showed the highest expression levels of CD74, HLA-DQB1 and HLA-DRB1 (**Figure 3D**). These data further indicate a link between the expression of MHC-II related genes and the state of cellular senescence in human PT cells *in vivo*. Furthermore, unbiased DEG analysis comparing PT cells from CKD samples by estimated GFR (eGFR 20-29 ml/min versus eGFR > 60 ml/min) revealed a significant up-regulation of multiple HLA-related genes including CD74 and HLA-DRB1 in kidneys with reduced filtration (**Figures 3H–J**).

**Figure 3:**
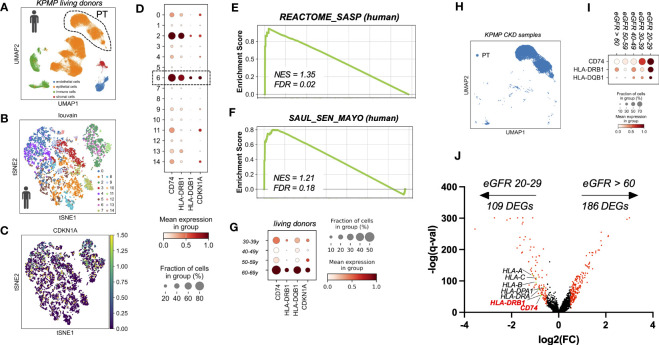
**(A)** UMAP showing scRNAseq living donor kidney data set from the Kidney Precision Medicine Project (KPMP project). **(B)** tSNE plot showing reclustered proximal tubular cells using louvain. **(C)** tSNE plot showing CDKN1A expression. **(D)** Dot plot reclustering of proximal tubular cells identified 15 clusters. Senescent cluster 6 is labelled by rectangle. **(E, F)** Enrichment plots showing up-regulation of senescence-associated Gene Ontology terms by GSEA. **(G)** Dot plot showing age-dependent expression of MHC-II related genes CD74, HLA-DQB1, HLA-DRB1 and senescence marker gene CDKN1A (p21). **(H)** UMAP showing proximal tubular cells (PT) of CKD samples (defined by eGFR < 60 ml/min) from the KPMP project. **(I)** Dot plot showing eGFR-dependent up-regulation of MHC-II related genes CD74, HLA-DRB1 and HLA-DQB1. **(J)** Volcano plot showing gene expression from unbiased DEG analysis using diffxpy.

### 3.5 Senolysis reduces MHCII gene expression while exposure to the Cd74 ligand MIF promotes a pro-senescent state

To further elucidate a link between tubular cell MHC-II gene expression and cellular senescence, we employed senolysis, a strategy in which senescent cells are selectively killed, and tested for MHC-II gene expression in the surviving (non-senescent) cell population. To this end, we treated murine PTEC with the senolytic drug ABT263 (**Figure 4A**) and confirmed successful senolysis by a significant reduction of Cdkn2a (p16^INK4a^) (**Figure 4B**) and SA-ß-gal positivity (**Supplemental Figures 3A-C**). In parallel, we saw a reduction of Cd74 and H2-Eb1 expression (**Figures 4C, D**), suggesting that senolysis eliminated cells with higher expression of MHC-II genes. Cd74 is a high-affinity receptor for macrophage migration inhibitory factor (MIF), an inflammatory cytokine, involved in multiple signaling pathways. As MIF has been reported to prevent cellular senescence in mesenchymal stem cells (MSC) (23), we were interested in studying the effects of MIF on tubular cell senescence (**Figure 4E**). PTEC were exposed to MIF or vehicle and subsequently γ-irradiated to induce cellular senescence. We found that MIF exposure did not prevent senescence induction, but instead MIF had a pro-senescent effect as shown by enhanced expression of Cdkn2a (p16^INK4a^) and Cdkn1a (p21) (**Figures 4F, G**). The pro-senescent impact of MIF was accompanied by an up-regulation of Cd74 (**Figure 4H**), highlighting the interrelationship between cellular senescence, Cd74 and an inflammatory phenotype in tubular cells.

**Figure 4:**
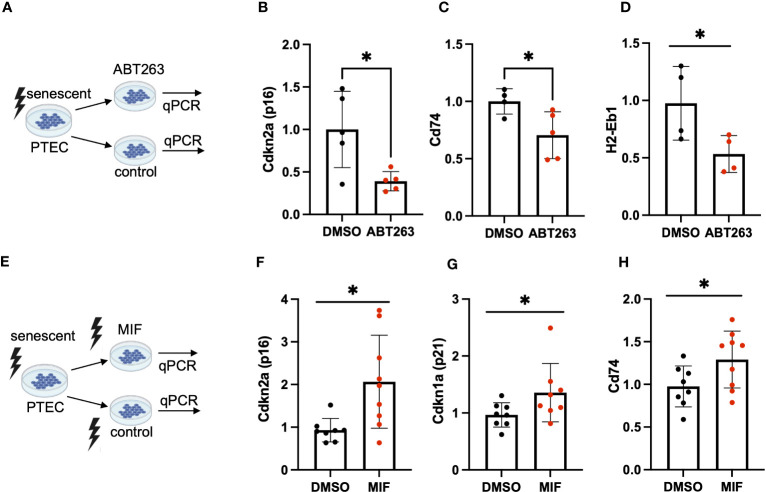
**(A)** Schematic of ABT-263 treatment in PTEC. **(B–D)** Quantification of transcripts for senescence marker Cdkn2a (p16^INK4a^), MHC-II related genes Cd74, H2-Eb1 in ABT-263-treated PTEC and controls by qPCR. **(E)** Schematic of MIF treatment in PTEC. **(F–H)** Quantification of transcripts for senescence markers Cdkn1a (p21), Cdkn2a (p16^INK4a^) and MHC-II related Cd74 in MIF-treated PTEC and controls by qPCR. Results are presented as means ± SEM of at least three repeats for each experiment. Significance was tested by t-test; *p < .05.

## 4 Discussion

In 2000 Franceschi et al. introduced the concept of inflammaging, which describes a chronic low-grade inflammation in older organisms (24). Here, we observed locally constricted inflammaging of the tubular system as an intrinsic cell response of aging. This phenomenon of ‘tubuloinflammaging’ was characterized by changes in the transcriptome including the expression of MHC-II genes in tubular cells of normally aged murine and human kidneys. While a similar pattern of tubular changes has previously been reported in the context of acute inflammatory kidney disease, our study is the first to link tubular low-grade inflammation to the natural aging process. With a focus on tubular cells our findings add to published aging studies, which described age-associated inflammation of the kidney with an influx of macrophages and a phenotypic switch of resident mesenchymal stromal cells (25, 26). Using isolated PTEC and single cell transcriptomic data, our approach allowed us to dissect the contribution of tubular cells and to specify the previously reported pro-inflammatory renal signature of aging (25, 27–30).

Our data indicate a functional intersection of cellular senescence and inflammation in the aging tubular system. Analysis of single cell transcriptome data revealed a strong association between markers of cellular senescence and the expression of MCH-II genes. After senolytic elimination of senescent tubular cells *in vitro*, we found that the surviving cells had significantly lower MHC-II levels. Similar to these findings, a study in melanocytes reported that oncogene induced senescence was accompanied by up-regulation of MHC-II gene expression and activation of the adaptive immune system (31). Along these lines, Breda et al. have shown in mice with nephrotoxic nephritis that tubular MHC-II expression resulted in proliferation and inflammatory cytokine production of immune cells (4). An analogous mechanism might be active in the aging kidney, where tubular MHC-II genes contribute to the age-related infiltration and activation of leukocytes.

MIF signaling can have heterogeneous effects, being either harmful or protective in the kidney depending on the clinical situation, the amount and time of MIF exposure and the stage of renal pathology (32–34). Interestingly, we observed that recombinant MIF promoted a pro-senescent phenotype in PTEC cultures, while Djudjaj et al. found that MIF knockout was associated with an increased stress-induced G2/M cell-cycle arrest of tubular cells (35). A recent single cell RNA sequencing study by Saul el al. identified MIF as a key SASP gene reflecting the burden of cellular senescence in hematopoietic and mesenchymal cells (21). Importantly, we could not find significantly elevated MIF transcription in aged kidneys or senescent tubular cells. However, as circulating MIF increases with aging (36), systemic exposure to age-related MIF levels may contribute to the development of tubular cell senescence. 

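Mif, on chromosome 10 of GRCm38 from 75859353 to 75860240, was at 106 ± 32.1 CPM (SD, n = 4 cultures) in senescent and 259 ± 97.8 CPM (SD, n = 4) in non-senescent PTEC, a log2 fold change of -1.28 (standard error 0.278, adjusted p = 0.00487 from edgeR). The non-senescent mean included replicate 3 at 404 CPM, and without that culture the log2 fold change was -0.98 and remained past the threshold. In kidneys Mif was at 202 ± 21.1 CPM (SD, n = 3 mice) at 3 months, 156 ± 29.5 CPM (SD, n = 3) at 12 months and 185 ± 17.8 CPM (SD, n = 3) at 24 months. The log2 fold change between 24 and 3 months was -0.13 (adjusted p = 0.670 from edgeR), and that between 12 and 3 months was -0.37 (adjusted p = 0.341 from edgeR).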

A recent genotyping study indicated that MIF polymorphisms, which cause a higher production of the protein, are significantly more frequent in patients with CKD (32). Given the growing interest in the development of MIF inhibiting therapies (33), our findings warrant further research as a pro-senescent role of MIF could offer a targetable mechanism in kidney aging and CKD.

From a technical point of view, our findings indicate a potential pitfall for cell type prediction by deconvolution algorithms. Computational deconvolution strategies have been developed to infer cell type proportions from bulk transcriptomic data (37). As the method relies on cell type specific marker gene expression, incorrect annotations result, if a cell type expresses atypical genes promiscuously. Along these lines, it is of note, that the top-scored genes for macrophage annotation include MHC-II genes Cd74, H2-Aa, H2-Ab1, H2-Eb1 (38, 39). Therefore, the expression of MHC-II genes by tubular cells may challenge the accuracy of predicting tubular cell and macrophage numbers when using a bulk RNA based deconvolution strategy.

A limitation of our study is the lack of functional experiments to elucidate the relationship between the expression of MHC-II related genes and kidney aging. Zhou et al. recently demonstrated by conditional knockout that stress induced H2-Ab1 expression in proximal tubular cells of younger mice aggravates kidney scarring while regulating important aspects of the renal damage response (5). Similar studies in aging mice will provide clues as to how cellular senescence and MHC-II related gene expression interconnect in tubular cells and how these processes contribute to the functional changes of renal aging.

In summary, our study revealed that the age-related phenotype of kidney tubular cells comprises the expression of Cd74, H2-Eb1 and H2-Ab1 in mice and CD74, HLA-DQB1 and HLA-DRB1 in humans. Expression of MHC-II related genes was associated with tubular cell senescence, which was reversed by selective elimination of senescent cells, whereas exposure to MIF promoted a pro-senescent phenotype. Although interventional experiments, which address the functional consequence of our observations, are still lacking, we propose that tubuloinflammaging might contribute to the decline and vulnerability of the aging kidney and might therefore be a potential therapeutic target.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE233718 (GEO).

## Ethics statement

The animal study was reviewed and approved by Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit.

## Author contributions

Conceptualization: JS, AM, CH, RS. Methodology: JS, NF, IS-Z, CL, VW, CH, RS. Data analysis and interpretation: JS, IS-Z, CH, RS. Figure preparation: JS, VW, RS. Writing - original draft preparation: JS, RS. Writing - review and editing: NF, IS-Z, VW, CL, CH, KS-O, AM. All authors have read and approved the final version of the manuscript.

# Supplementary material for: The aging kidney is characterized by tubuloinflammaging, a phenotype associated with MHC-II gene expression
**Source:** Front Immunol. 2023 Aug 22;14:1222339. doi: 10.3389/fimmu.2023.1222339
**Supplement:** Supplementary file 4

forward primer

|        |                                         |
|--------|-----------------------------------------|
| Cd74   | 5'-TGA CCA TCA CCT CCC AGA AC-3'        |
| Cdkn1a | 5'-CCA ATC TGC GCT TGG AGT GA-3'        |
| Cdkn2a | 5'-CGA ACT CTT TCG GTC GTA CCC-3'       |
| Hprt   | 5'-TGA CAC TGG TAA AAC AAT GCA AAC T-3' |
| H2-Eb1 | 5'-GCG GAG AGT TGA GCC TAC G-3'         |

reverse primer

5'-GTA ACG TTC TTC ACA GGC CC-3'

5'-CTG TCT TGC ACT CTG GTG TCT GA-3'

5'-CGA ATC TGC ACC GTA GTT GAG C-3'

5'-AAC AAA GTC TGG CCT GTA TCC AA-3'

5'-AGG CCC GTG GAC ACA ATT C-3'

# Supplementary material for: The aging kidney is characterized by tubuloinflammaging, a phenotype associated with MHC-II gene expression
**Source:** Front Immunol. 2023 Aug 22;14:1222339. doi: 10.3389/fimmu.2023.1222339
**Supplement:** Supplementary file 5

**Library generation, sequencing, and raw data processing**

*Library generation, quality control, and quantification:*

250ng of total RNA per sample were utilized as input for mRNA enrichment procedure with ‘NEBNext® Poly(A) mRNA Magnetic Isolation Module’ (E7490L; New England Biolabs) followed by stranded cDNA library generation using ‘NEBNext® Ultra II Directional RNA Library Prep Kit for Illumina’ (E7760L; New England Biolabs). All steps were performed as recommended in user manualE7760 (Version 1.0_02-2017; NEB) except that all reactions were downscaled to 2/3 of initial volumes. Furthermore, one additional purification step was introduced at the end of the standard procedure, using 1x ‘Agencourt® AMPure® XP Beads’ (#A63881; Beckman Coulter, Inc.).

cDNA libraries were barcoded by dual indexing approach, using ‘NEBNext Multiplex Oligos for Illumina – 96 Unique Dual Index Primer Pairs’ (6440S; New England Biolabs). All generated cDNA libraries were amplified with 8 cycles of final pcr.

Fragment length distribution of individual libraries was monitored using ‘Bioanalyzer High Sensitivity DNA Assay’ (5067-4626; Agilent Technologies). Quantification of libraries was performed by use of the ‘Qubit® dsDNA HS Assay Kit’ (Q32854; ThermoFisher Scientific).

*Library denaturation and Sequencing run:*

Equal molar amounts of nine individually barcoded libraries were pooled. Accordingly, each analyzed library constitutes 11.1% of overall flowcell / run capacity. The library pool was denatured with NaOH and was finally diluted to 1.8pM according to the Denature and Dilute Libraries Guide (Document # 15048776 v02; Illumina). 1.3 ml of denatured pool were loaded on an Illumina NextSeq 550 sequencer. Two subsequent runs were performed and respective data were combined. Accordingly, two High Output Flowcells for 2x76bp paired-end reads (20024907; Illumina) were used in total. Sequencing was performed with the following settings: Sequence read 1 with 76 bases; sequence read 1 with 76 bases; Index reads 1 and 2 with 8 bases each.

*BCL to FASTQ conversion:*

BCL files were converted to FASTQ files using bcl2fastq Conversion Software version v2.20.0.422 (Illumina).

*Raw data processing and quality control:*

Raw data processing was conducted by use of nfcore/rnaseq (version 1.4.2) which is a bioinformatics best-practice analysis pipeline used for RNA sequencing data at the National Genomics Infrastructure at SciLifeLab Stockholm, Sweden. The pipeline uses Nextflow, a bioinformatics workflow tool. It pre-processes raw data from FastQ inputs, aligns the reads and performs extensive quality-control on the results. The genome reference and annotation data were taken from GENCODE.org (Mus musculus; GRCm38; release M18).

*Normalization and differential expression analysis (without outlier filtering):*

Normalization and differential expression analysis was performed with DESeq2 (Galaxy Tool Version 2.11.40.2) with default settings except for “Output normalized counts table”, “Turn off outliers replacement”, “Turn off outliers filtering”, and “Turn off independent filtering”, all of which were set to “True”.

How the deposited data were processed for this re-analysis (not part of the article)

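RNA from 8 PTEC cultures (4 non-senescent, 4 senescent) and from the kidneys of 9 male mice (3 each at 3, 12 and 24 months) had been sequenced by the authors. The authors prepared stranded poly(A) libraries, sequenced them in paired-end reads and processed them with nf-core/rnaseq, and deposited raw counts per gene without normalization. The aligner, the counting tool and its strand setting are not stated, so genes that overlap on opposite strands may share reads. The counts were used as deposited. The PTEC, the 3-month-old kidneys and the older kidneys were counted on 3 different gene sets, with 53313 gene identifiers common to all, while the study names GENCODE release M 18 of GRCm38. Symbols and positions were taken from release M 21.

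The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. PTEC and kidneys were fitted apart. Library sizes were scaled with TMM, genes with low counts were removed with filterByExpr, and groups were compared with edgeR's quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. All adjusted p-values of single genes are from edgeR unless DESeq2 is named. The ages share one estimate of the spread. Gene identifiers were matched without their version. The kidney contrast behind the shared genes was taken as 24 against 3 months, since the paper's text does not name it.

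There were 22 gene lists, each with at least 5 tested genes where a test was made: MHC class II, MHC class I, complement, interferon response, all leukocytes, macrophage, dendritic cell, T and NK cell, B and plasma cell, proximal tubule, loop of Henle, distal tubule and collecting duct, podocyte, endothelium, fibroblast and pericyte, collagen, proliferation, p53 targets, senescence associated secretory phenotype, tubular injury, immediate early and heat shock, and circadian clock. No gene is in more than 1 of them. The gene lists, tests, thresholds and alternatives were fixed before the data were examined, apart from those named in the closing section. Lists were tested with limma's camera with a correlation of 0.01 on voom weights, adjusted over the lists of a comparison. Non-senescent PTEC express at least 1 CPM of 3 of the 11 MHC class II genes, 13 of the 18 macrophage genes and 14 of the 19 proximal tubule genes, and 3-month-old kidneys of 8, 16 and 19.

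Correlations used log2 of CPM with a prior count of 2 and exact two-sided permutation tests over the 9 kidneys. The smallest two-sided exact p for 3 against 3 mice is 0.1. Named genes are those the paper names for the bulk experiments, in each comparison, the 5 largest and 5 smallest log2 fold changes among called genes with a mean of at least 1 CPM and groups that do not overlap, the 10 shared genes with the largest sum of log2 fold changes, and the extreme members of reported lists. A gene that this rule names, and a test of another explanation, are not reported here.

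The labels give PTEC of both groups the replicate numbers 1 to 4. Deviations from the group means correlated between same-numbered cultures with r from 0.186 to 0.614 over the 4 pairs, so the numbers were taken to pair the cultures. The main fit held no block for this pairing, which entered only as the replicate block among the alternatives. The method was tested on simulated data made from these counts. With 4 against 4 libraries edgeR recovered 150 of 200 changed genes with 3 false calls among 153, and with 3 against 3 it recovered 126 with 6 false calls among 132. DESeq2 with the paper's settings recovered 168 and 164, with 22.9% and 22.6% of its calls false. The simulated counts were drawn from edgeR's own estimates of the spread, without pairing, which may favour edgeR. Only 200 genes were changed, while 6144 were called in the real PTEC comparison. These false shares therefore do not give the share of false calls in the real data. Counts between replicates varied far beyond counting error, with a chi-square per gene from 17.0 to 341 over 21 pairs. The 10 most abundant genes took from 3.97% to 6.62% of the counts in PTEC and from 13.4% to 16.5% in kidneys.

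Alternatives were other scalings, filters, thresholds and tools, a replicate block, each library left out in turn, fits with the compared ages alone, the kidney contrast, immunoglobulin genes left out, and other list tests. The MSigDB gene sets, qPCR, in situ hybridization and single cell data were not analysed here.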

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

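The tests on genes that overlap a gene of only 1 gene set, plasma cells, blood, handling stress, p53 targets, urothelium, GC content and the 12-month time of day were chosen after their results were seen.

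In 6 of 76 groups of 4 PTEC cultures, 1 culture lay far from the others, where chance gives 3.8. These were non-senescent replicate 3 for H2-Eb1 (0.745 CPM, others 0.221 to 0.307) and Mif (404, others 194 to 221), non-senescent replicate 4 for Lrp2 (539, others 65.5 to 105), Fam220a (17.9, others 23.4 to 24.2) and Ltbp2 (63.1, others 16.4 to 20.9), and senescent replicate 2 for Adgre1 (2.61, others 0.484 to 0.804). Without non-senescent replicate 4, Lrp2 was up-regulated (log2 fold change 1.33, adjusted p = 0.0183 from edgeR, against 0.17 and 0.853). Without senescent replicate 2, Adgre1 was down-regulated (-1.58, adjusted p = 0.0215 from edgeR). The calls of H2-Eb1, Mif and Ltbp2 held in each of the 8 fits that left out a culture. No explanation for these cultures was tested.

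Xist was at 89.8 CPM or more in PTEC replicates 3 and 4 of both groups and at most 0.0670 in replicates 1 and 2, while Ddx3y was at 72.7 or more in replicates 1 and 2 and at 0 in replicates 3 and 4. The paper does not report on these genes. They part the replicate numbers and not the senescent from the non-senescent cultures. No biological explanation was tested.

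In senescent PTEC the proximal tubule list, on which the paper does not report in these cultures, had a median log2 fold change of -2.88. The interferon response list had one of 2.44. The paper states an induction of immune pathway genes there and does not name interferon. Of the 35 splits of the 8 cultures into 4 and 4, 1 gave as many calls as the real one, the real one itself, with 6144, and the largest other split gave 5. Of the 8 splits that part all 4 replicate pairs, the largest other one gave 0. With a GC content offset 5947 calls (96.8%) were kept, which argues against GC content as the whole cause. Time in culture stays open for both lists: the data hold 0 non-irradiated cultures of day 16, so that irradiation and time in culture cannot be told apart.

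Of 123 tested immunoglobulin genes, 35 were up-regulated between 24 and 3 months and 18 between 12 and 3 months. Between 24 and 12 months 0 were, where 2602 of all tested genes had an unadjusted p under 0.05. Their summed CPM was 13.1 ± 6.42, 332 ± 229 and 656 ± 601 (SD, n = 3) at 3, 12 and 24 months. More blood in the old kidneys is argued against, since haemoglobin genes and Alas2 moved by 0.0128 in mean log2 CPM (SD 0.655 and 0.393, n = 3) against 5.35 for the immunoglobulins. More plasma cells stay open: Jchain, Mzb1 and Derl3 rose by 1.54 in mean log2 CPM, but Jchain alone carried it (4.95, adjusted p = 0.0703 from edgeR), while Mzb1 fell by 0.57 and Derl3 moved by 0.56. Age itself stays among the explanations, as untested.

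Of 60 tested kidney genes that overlap a gene of only 1 gene set, 20 were called between 24 and 3 months, 33.3% against 2.23% of the other genes (odds ratio 21.9, Fisher's exact test, p = 2.64e-18). Of the 59 calls with an absolute log2 fold change above 4, 11 are such genes and 33 are immunoglobulin genes. Reads shared with a gene that only 1 set has are a candidate explanation for these 20 calls, which were made on groups that differ in gene set as well as in age.

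Cdkn1a fell from 3 to 12 months (log2 fold change -1.53, adjusted p = 0.0110 from edgeR; 0.0611 without 3-month replicate 1 and 0.0609 without 12-month replicate 1) and rose from 12 to 24 months (2.73, adjusted p = 0.00391 from edgeR; 0.0660 without 12-month replicate 1). With the replicate block the rise from 12 to 24 months did not pass the threshold (adjusted p = 0.0751 from edgeR). Between 24 and 3 months Cdkn1a rose by 1.20 (adjusted p = 0.0212 from edgeR). This call was kept in 2 of the 6 fits that left out a kidney, with a highest adjusted p of 0.1002 without 3-month replicate 1. The other p53 targets went the same way: their median log2 fold change was 0.63 between 24 and 12 months (14 of 18 higher) and -0.31 between 12 and 3 months (5 of 18 higher), which is consistent with p53 activity. Cdkn1a also followed the immediate early and heat shock list (r = 0.888, permutation p = 0.00101, rho = 0.917, permutation p = 0.00131, n = 9). Within ages r was 0.588, and without the 2 farthest kidneys it was 0.530 (permutation p = 0.227, n = 7). Handling stress at collection and age cannot be told apart, since the labels give nothing on collection and the list differs between ages.

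Arntl fell by 2.33 on the log2 scale between 3 and 12 months (adjusted p = 0.0282 from edgeR) and Dbp rose by 1.96 (adjusted p = 0.0336 from edgeR). Their means at 3, 12 and 24 months were 8.18, 1.62 and 6.02 CPM for Arntl and 37.8, 146.5 and 58.9 CPM for Dbp. For the change of Arntl at 12 months, a log2 fold change of -2.33, another time of day of collection and age cannot be told apart, since the labels give no time of collection. Between 24 and 3 months Arntl moved by -0.44 (standard error 0.381), so that for these ages a difference in time of day stays open.

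Krt5 fell between 3 and 12 months (log2 fold change -5.94, adjusted p = 0.00937 from edgeR), from 13.4 to 0.216 CPM, and was at 8.90 CPM at 24 months. Krt14, Krt15 and Krt19 moved alike, with -5.87, -5.18 and -4.66. A urothelium list was lower by -4.47 in mean log2 CPM at 12 than at 3 months and by -2.88 at 12 than at 24 months, with Upk3a at -5.13 (adjusted p = 0.0155 from edgeR). Less urothelium in the sampled kidney piece is a candidate explanation. No test set it apart from an effect of age.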

How the results depend on the processing

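The GC content offset, alone or with the block, the gene identifiers of the same version, the fit without overlapping genes and DESeq2 with the compared ages alone were chosen after seeing the data. Where no reason is given, the cause was not tested.

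Numbers of up- and down-regulated genes in PTEC stayed within 1.5 times under each alternative, apart from 1686 down-regulated genes at an absolute log2 fold change above 1, a stricter threshold. Each culture left out in turn gave from 2632 to 3377 and from 2369 to 3220 genes. The block changed the call of Krt8, Krt18 and Adgre1 (log2 fold change -0.90, adjusted p = 0.0386 from edgeR) among the genes the paper names and of no list. With library size only, 54.8% of the calls were up, against 50.5%.

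Kidney numbers moved more. Between 24 and 3 months up-regulated genes were 727 with DESeq2 and the paper's settings, 656 with DESeq2 and 2 ages, 194 with at least 10 counts in every library (fewer genes tested), 208 with 2 ages in the fit and 102 with the block, and down-regulated genes were 308, 253, 121 with the GC content offset and 24 with the block. Between 12 and 3 months they were 531, 410, 119, 129 with identifiers of the same version (fewer genes), 38 with 2 ages and 52 with the block, and 576, 438, 138, 26 and 66. Between 24 and 12 months they were 493, 560 and 0 with the block, where 1930 genes had an unadjusted p under 0.05, and 286, 288, 125 with the GC content offset, 44 with library size only, 46 with 2 ages, 0 with the block and 49 above a log2 fold change of 1. Leaving out 1 kidney gave from 52 to 460 and from 22 to 334 genes between 24 and 3 months, from 31 to 249 and from 21 to 467 between 12 and 3 months, and from 0 to 55 and from 1 to 8 between 24 and 12 months. The 3-month-old kidneys correlated from -0.701 to -0.0336 with same-numbered older kidneys, so the numbers do not pair them. Same-numbered kidneys of 12 and 24 months correlated from 0.172 to 0.557. For 24 against 12 months a pairing thus stays open, and the 0 calls with the block cannot be set aside.

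Shared genes numbered 129, 115 with DESeq2 and 2 ages, 28 with 10 counts, 24 with 2 ages, 16 with the block and 32 for 12 against 3 months, and from 7 to 87 with 1 library left out. With the correlation between genes estimated, 1 list passed in PTEC, 0 between 24 and 3 months, 0 between 12 and 3 months and 0 between 24 and 12 months, and with fry 7 and 6 in the last 2 comparisons. Leaving out 1 library gave from 9 to 10, from 9 to 17, from 17 to 19 and from 8 to 13 lists.

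Without 24-month replicates 1 and 2, r with age was 0.816 for Cd74, 0.764 for H2-Ab1, 0.811 for H2-Eb1 and 0.691 for Adgre1, and without replicates 1 and 3 it was 0.764 for Cd74, 0.804 for H2-Ab1, 0.793 for Adgre1 and -0.165 for Cd81. With 1 kidney left out r lay from 0.807 to 0.892 for Cd74, 0.767 to 0.861 for H2-Ab1, 0.823 to 0.894 for H2-Eb1, 0.753 to 0.864 for Adgre1, 0.107 to 0.495 for Cd81 and 0.425 to 0.729 for Ptprc. The ratio of MHC-II genes to markers moved from 0.413 to 0.639 and its rho from 0.428 to 0.693.

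Log2 fold changes reversed over the fits that left out 1 library for Lrp2 (from -0.12 to 1.33) and Sssca1 (from -0.34 to 0.10) in PTEC, for Krt8 (from -0.20 to 0.024) between 24 and 3 months, and for Krt8 (from -0.043 to 0.28) and Lrp2 (from -0.073 to 0.53) between 12 and 3 months. Between 24 and 12 months, where none of them was called, they did for H2-Ab1 (from -0.049 to 0.19), H2-Aa (from -0.010 to 0.21), Ptprc (from -0.25 to 0.31), Lrp2 (from -0.039 to 0.33), Slc5a10 (from -0.23 to 0.017), Bsnd (from -0.041 to 0.17), Fam220a (from -0.56 to 0.36), B4gat1 (from -0.54 to 0.062) and Cyp4a12a (from -0.26 to 0.34). With the GC content offset Cd81 reversed to -0.021 between 24 and 3 months, and H2-Ab1 (-0.052), Ptprc (0.062), Bsnd (-0.068) and Fam220a (-0.066) did between 24 and 12 months, Fam220a also with upper-quartile scaling (-0.038). List medians reversed over the fits that left out 1 library, in PTEC, for complement (from -0.26 to 0.25), macrophage (from -0.71 to 0.20) and endothelium (from -0.50 to 0.44). For 24 against 3 months they did for interferon response (from -0.12 to 0.39), podocyte (from -0.29 to 0.36), endothelium (from -0.040 to 0.51) and tubular injury (from -0.11 to 0.16). Between 12 and 3 months they did for fibroblast and pericyte (from -0.27 to 0.40), collagen (from -0.031 to 0.44) and the senescence associated secretory phenotype (from -0.042 to 0.40). Between 24 and 12 months they did for MHC class I (from -0.073 to 0.060), all leukocytes (from -0.064 to 0.30), dendritic cell (from -0.092 to 0.29), proximal tubule (from -0.17 to 0.016), distal tubule and collecting duct (from -0.20 to 0.20) and podocyte (from -0.082 to 0.52). Endothelium in PTEC also reversed with 10 counts (0.012) and the block (0.016), and tubular injury with 10 counts (0.11) between 24 and 3 months. Without the genes the paper names, tubular injury reversed in PTEC (0.036) and between 24 and 3 months (0.34), where it then passed the threshold (adjusted p = 0.00924 from camera).

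Over 1940 combinations of a named gene and a setting, 1765 kept direction and side of the threshold, 110 were weaker and 45 stronger, and over 675 of a list and a setting 550 did, with 85 weaker and 19 stronger. Depth limits the MHC-II genes in non-senescent PTEC, where Cd74 had from 3 to 14 counts, and leaves H2-Aa in PTEC and Cdkn2a in kidneys untested.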

Differences from the paper's values

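The settings called added below were chosen after seeing the values. The paper gives 109 shared up-regulated genes (Figure 1I) and 52 were found here. Of the alternatives set before the data were examined, DESeq2 with the paper's settings (129), kidney genes up-regulated at 12 or 24 against 3 months (75) and the fit without 3-month replicate 2 (87) came within 1.5 times of the paper's 109, and the others did not, with 7 to 54. DESeq2 with the compared ages alone gave 115 and also came within it, and was added, chosen after seeing the values.

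The error bar of Cd74 in senescent PTEC is about 5.6 in Fig. 1D, read by eye, relative to the non-senescent mean, and the legend gives bars as SEM. The SEM found here on that scale was 2.87 and the SD was 5.73. No alternative was run for this value.

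The paper places MHC-II genes among the most up-regulated transcripts. By log2 fold change Cd74 was at place 237, H2-Eb1 at 281 and H2-Ab1 at 294 of 322 in kidneys, and at 264, 369 and 1102 of 3100 in senescent PTEC. By the sum of both log2 fold changes they were at places 18, 23 and 43 of the 52 shared genes. The paper has Krt8 and Krt18 lower in senescent PTEC. Here neither passed the threshold in the main fit, which leaves out the replicate pairing (log2 fold change -0.86 and -0.92, adjusted p = 0.0956 and 0.0928 from edgeR). Both passed with the replicate block (adjusted p = 0.0140 and 0.0113) and without senescent replicate 3 (0.0109 and 0.0102), set before the data were examined. Krt8 passed with the GC content offset (adjusted p = 0.0463), and both did with the block and offset (0.0167 and 0.0159), settings chosen after seeing the values. DESeq2 with the paper's settings did not call them (adjusted p = 0.0806 and 0.0753). The paper sets MHC-II genes apart from immune cell markers in their relation to age, and here Adgre1 correlated with age with r = 0.800, against 0.850 for Cd74. DESeq2 with the paper's settings also called Adgre1 between 24 and 3 months (log2 fold change 0.94, adjusted p = 0.0355).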

Other observations

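The tests on gene models, on GC content and on H2-Aa were chosen after their results were seen.

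Higher MHC-II genes in old kidneys may come from more immune cells. Cd74, H2-Ab1 and H2-Eb1 rose by 1.09 in mean log2 CPM between 3 and 24 months, and the lists for all leukocytes, macrophages and dendritic cells by 0.77, 0.85 and 0.61. The differences were 0.32, 0.24 and 0.48 (two-sided exact permutation p = 0.2 for each, n = 3), so that more leukocytes, macrophages or dendritic cells stay candidate explanations for part of the rise. Lyz2, abundant in macrophages, was at 38.9 ± 35.2 and 45.2 ± 16.5 CPM (SD, n = 3). Expression in tubular cells was not tested by these values.

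The MHC-II identifiers differ in version between the gene sets. The 1478 tested genes of this kind had a median log2 fold change 0.10 above that of the others, and 3.32% against 2.13% were called (Fisher's exact test, p = 0.0146). Gene models that differ between the gene sets and age cannot be told apart for the MHC-II genes, since each 3-month-old kidney was counted on the other set. Within the set shared by 12 and 24 months Cd74 rose by 0.41 (adjusted p = 0.480 from edgeR).

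Of the 10 splits of 6 kidneys into 3 and 3, 1 gave as many calls as 24 against 3 months (399, next 3) and 1 as many as 24 against 12 months (227). For 12 against 3 months (441), 2 did: 3-month replicates 1 and 3 with 12-month replicate 2 against the others gave 4503 calls, and 4419 with a GC content offset, which argues against GC content as its whole cause. The log2 fold changes of that split had a Spearman correlation of 0.364 with log gene length and of 0.226 with GC content. Gene length was not tested as its cause. With 10 splits the share is never under 0.1. The 227 genes called between 24 and 12 months lie within a gene set, while that of the 3-month-old kidneys is shared with no other age. The labels and the paper name no library batch among the kidneys. Tests of a batch could not decide without such names, and were left out after their results were seen. Ribosomal protein genes (97) had a median log2 fold change of -0.31 between 24 and 3 months.

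H2-Aa, the alpha chain gene beside H2-Ab1 and H2-Eb1, had from 1 to 3 counts in each senescent culture. Beside H2-Ab1 and H2-Eb1 its level was far below that in whole kidneys. Whole kidneys mix cell types, and the ratio in tubular cells alone was not measured. The low level thus cannot tell macrophages or dendritic cells from tubular cells as the source of these transcripts. The comparison also holds only if the PTEC gene set counts H2-Aa as the kidney sets do, which was not tested. The CPM of H2-Aa over that of H2-Ab1 was at most 0.0545 in the 4 senescent cultures and at least 0.730 in the 9 kidneys, and over that of H2-Eb1 at most 0.0339 and at least 0.905. Over that of Cd74 it was at most 0.05 and at least 0.335, less than 10 times apart. Macrophages or dendritic cells as the source stay open for H2-Ab1, H2-Eb1 and Cd74, as do more of these cells than in non-senescent cultures. The leukocyte list fell, with a median log2 fold change of -0.81, and the macrophage list moved little (median -0.18, adjusted p = 0.468 from camera). Ptprc fell from 3.59 ± 0.825 to 1.87 ± 0.381 CPM (SD, n = 4), a log2 fold change of -0.94 (adjusted p = 0.0141 from edgeR, and 0.0505 without senescent replicate 1). It remained at 1.87 CPM beside 2.91 CPM of Cd74, while 3-month-old kidneys had 5.29 CPM of Ptprc and 143 CPM of Cd74, so that a small share of leukocytes with Cd74 is not excluded. Cd81 rose by 1.03 (adjusted p = 0.000478 from edgeR).

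Between 24 and 3 months the other lists had medians of 0.17 for proximal tubule (adjusted p = 0.0142 from camera), -0.19 for loop of Henle (0.225), -0.07 for podocyte (0.725), 0.22 for endothelium (0.700), 0.41 for fibroblast and pericyte (0.0979), 0.49 for p53 targets (0.00291), -0.08 for tubular injury (0.183, and 0.00924 without the genes the paper names) and 0.15 for circadian clock (0.297). Without 3-month replicate 3 the call of proximal tubule was lost (adjusted p = 0.101) and fibroblast and pericyte (0.00727) and tubular injury (0.0202) passed, and without 3-month replicate 2 that of p53 targets was lost (0.0739). Cdkn2a was at 0.107 CPM at 24 and 0.0150 CPM at 3 months and was not tested. The 24-month mean rested on replicate 1 at 0.229 CPM (15 counts), with replicates 2 and 3 at 0.0456 and 0.0461 CPM (3 counts each).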
